A study of Homo sapiens with 4 samples.

How the data were processed

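Ishikawa cells, a human endometrial adenocarcinoma line, carried the Y537S mutation in the ligand-binding domain of ESR1, the gene for estrogen receptor alpha. Per the labels, 2 mutant clones were grown in medium depleted of hormones and given 0.1% DMSO, the vehicle, or 10 nM estradiol (E2) for 8 h. Per the labels' protocols, stranded libraries were made from poly(A)-selected RNA with 500 ng of input each. The 4 libraries formed 2 groups of 2, the DMSO group and the E2 group.

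The deposited values were raw read counts per gene symbol, as whole numbers with a different total in each library. The aligner, the counting tool, the strand setting, the genome build and the annotation were not stated in the labels, so no coordinates are given. Genes that overlap, lie antisense to one another or share reads with near-identical copies are therefore uncertain. The table held 26364 gene symbols, and every symbol named a gene. Another 4 columns of per-sample values matched no sample of the series and were not used in any step.

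Each column was placed in its group by the treatment in its name. The column names also carried a tag, A4 or B212, that no label mentions, so the clone numbers 1 and 2 of the labels could not be linked to columns. Libraries are named here by treatment and tag. The comparison planned between the clones was run between the tags, and the pairing of a DMSO with an E2 library rests on the column names alone.

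Genes were kept by the filterByExpr function of edgeR 4.0.16 with its minimum count of 10, which left 15599 genes. Library sizes were scaled by the trimmed mean of M values (TMM). E2 was compared with DMSO by edgeR's quasi-likelihood test with no block, as chosen before the data were examined, with Benjamini-Hochberg adjustment and a threshold of 0.05. The tag comparison had treatment as a covariate. Standard errors were derived from the fold change and its F statistic. Log2 CPM, from counts scaled to a common library size, had a prior count of 2. Gene lists were tested by camera in limma 3.58.1 with an inter-gene correlation of 0.01, two-sided, adjusted over the 3 lists. The lists, written from general knowledge before the data were examined, were 30 estrogen-induced genes, 41 S phase genes and 52 G2/M genes. R 4.3.3, and for the figures Python 3.11.15 with matplotlib 3.10.9, were used.

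The pairing was checked in the counts. The deviations of the same-tag libraries from their group means were positively correlated across genes (Pearson r = 0.871), and the first principal component separated the tags. With 2 groups of 2 this check holds a single independent value. The plan named a fit with the clone as a block as an alternative to the main fit. Since clones could not be linked to columns, the tag was used as the block instead. That substitution was made after the data were seen. The values of the fit with the tag as a block are printed beside those of the main fit where they change a call.

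The named genes were chosen by a rule written before the data were examined. It took ESR1 and the other genes of a receptor list (ESR2, PGR, NR3C1 and GPER1). For E2 it took the 5 higher and 5 lower genes with the smallest p-value past the threshold, with an absolute log2 fold change of at least 1, a mean of at least 50 counts and one direction in both tags. For the tags it took 3 in each direction. Where none passed, it took the 3 genes with the smallest p-value in each direction. Members of the estrogen-induced list past the threshold were added. An item that the rule took is not reported here. The rule was applied to both E2 fits. Applying it to the fit with the tag as a block was decided after the data were seen.

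The scripts were tested on simulated counts for 15599 genes, of which 200 were changed by 1 on the log2 scale. The changed genes were drawn from those with higher mean counts. All genes had 1 common dispersion, that of the fit with the tag as a block. With no difference between tags, both fits recovered 199 of the 200 genes and made 11 false calls. With tag differences as measured, the fit with no block recovered 0 genes and the fit with the tag as a block recovered 200, with 12 false calls.

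Alternatives covered scaling by DESeq2 size factors or by library size only, gene filters, DESeq2 1.42.0, limma-voom, stricter thresholds, other list tests, prior counts and leaving out libraries. A further alternative removed from each library a smooth trend on transcript length and GC content, fitted with mgcv 1.9.3. Lengths, GC content and the 32-base words shared between genes came from 1 GENCODE 29 transcript per symbol, the longest, with coding transcripts preferred. They were found for 96.7% of the tested genes. A RefSeq gene table (assembly GRCh38.p14) served only for names, pseudogene copies and gene order. Groups of 2 gave no outlier test and no count of other splits of the samples.

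Hypotheses in the closing section were each stated with the outcome that would count for and against them. For 8 tests a reading was made more cautious after the values were seen, and the explanation was then left open in the text although its preset bound had been met or missed. Those 8 concern single-library noise, pseudogene copies of ribosomal protein genes, copy number of neighbouring genes, segments spanning 10 or more genes, the size of the response in each tag, RPSA with RPSAP58, ESR2 and the G2/M list. Single-library noise was left open only where it is shared by many genes. The comparison of near-identical copies with expression-matched genes was likewise added after the values were seen.

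The libraries held 71575816 to 85222856 counts. Intervals and floors computed from counts cover counting error only, since reads without molecular identifiers are not independent molecules. A group at or under 3 counts in each library was treated as being at the floor.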

Results

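Gene expression was measured by RNA sequencing in Ishikawa cells with the ER-Y537S receptor, to learn how the mutant receptor affects gene expression with and without its ligand. Every library used here carried the mutation, so no comparison below measures an effect of the mutant receptor itself. Only E2 against DMSO and tag against tag were compared, within mutant cells. Each of the A4 and B212 column tags had 1 DMSO library and 1 E2 library. The DMSO libraries held 73872033 counts (A4) and 83463529 counts (B212), and the E2 libraries held 85222856 counts (A4) and 71575816 counts (B212). Between 18358 and 18861 genes had at least 1 count in a library. The 10 most abundant genes took 3.18% to 3.50% of the counts of a library. Counts of every pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom of 27.5 to 221.6.

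The tags differed more than the treatments did. Of the summed variance of log2 CPM over the 15599 tested genes, the tag took 84.1%, treatment 10.1% and their interaction 5.76%. The interaction cannot be parted from noise, since each combination had 1 library. Across genes, log2 CPM had a Pearson r of 0.994 (A4) and 0.995 (B212) between the libraries of a tag, and of 0.968 to 0.971 between libraries of different tags. Restricting the genes to those with at least 100 counts in every library moved the interaction most, to 3.57%.

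**Figure D1:**
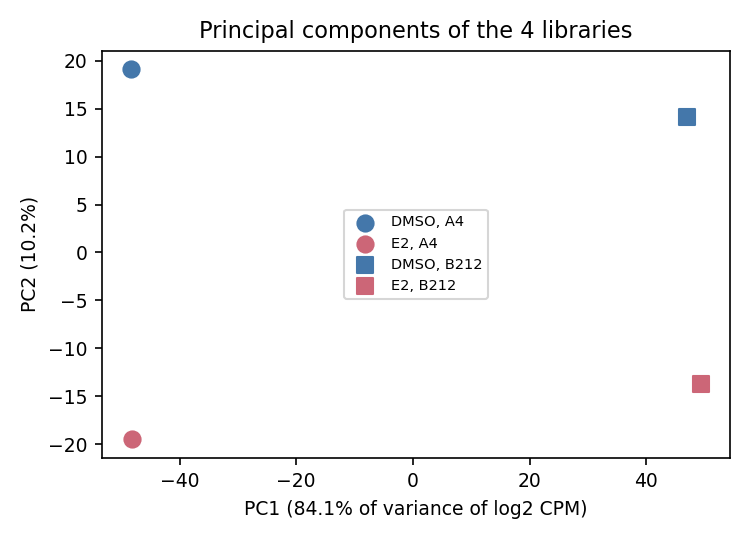
Principal components of log2 CPM in the 4 libraries. The horizontal axis is the first component (84.1% of the variance) and the vertical axis the second (10.2%); each point is a library, coloured by treatment and shaped by column tag, and the tags separate on the first component while the treatments separate on the second.

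The first comparison asked which genes changed with E2 in cells with the mutant receptor. With no block, edgeR's quasi-likelihood test called 0 of 15599 genes at a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05 there were 150 genes, where 779.95 would be expected by chance. The smallest adjusted p-value was 0.9999. The biological coefficient of variation was 32.2%, because the spread within each group included the difference between the tags. The genes with the smallest p-values, none past the threshold, were NCOA4, RPL9 and RPL41 among the higher and RPSAP58, NAV2 and CHST6 among the lower. NCOA4 had a log2 fold change of 0.60 ± 0.11 (SE) and RPSAP58 one of -1.52 ± 0.19 (SE), both with an adjusted p-value of 0.9999 by edgeR.

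The alternative that moved this result most was the tag as a block, which replaced the planned clone block after the data were seen. It called 1492 genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), 956 higher and 536 lower with E2. This was 9.56% of the genes tested, and the coefficient of variation was 5.99%. With library sizes alone as the scaling, the split was 911 higher and 775 lower. Of the 1492 genes, 49 changed by at least 1 on the log2 scale, 39 higher and 10 lower, and the median absolute log2 fold change was 0.33. The direction was the same in both tags for 1489 genes and opposite for 3. Removing a trend on transcript length and GC content left 865 genes past the threshold, of which 630 were among the 1492.

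Across genes, which are not independent replicates, the E2 log2 fold changes of the tags had a Pearson r of 0.276 and a Spearman rho of 0.429 over all 15599 genes. Over the 11928 genes with at least 100 counts in every library, r was 0.547, rho was 0.594 and 74.2% of the genes had the same direction.

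**Figure D2:**
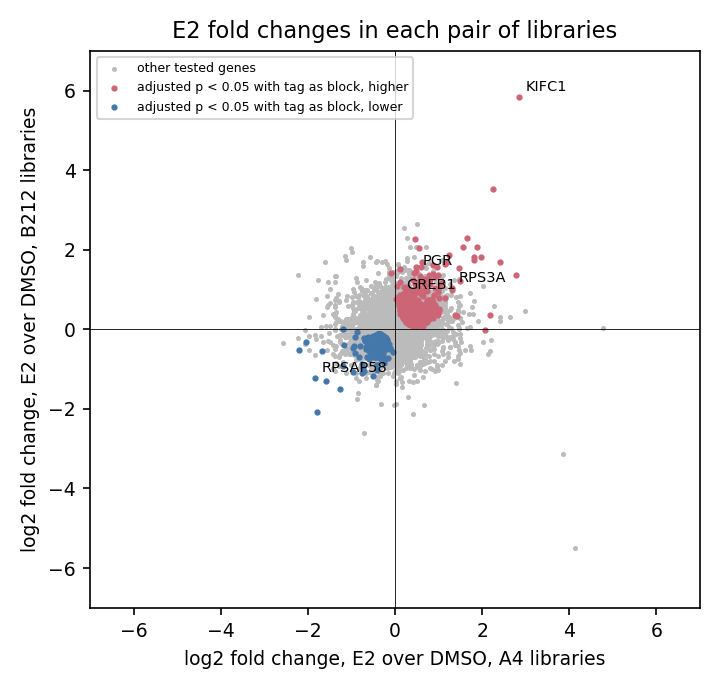
E2 over DMSO log2 fold changes of the 15599 tested genes in the A4 libraries (horizontal) and the B212 libraries (vertical), from log2 CPM with a prior count of 2. Each point is a gene, and the 956 higher and 536 lower genes of the fit with the tag as a block are coloured; KIFC1 is drawn at a value that depends on the prior count, since its DMSO libraries were at the floor.

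With the tag as a block, 21 higher and 2 lower genes met the rule for naming, and the adjusted p-values below are from edgeR's quasi-likelihood test. With so few libraries, its p-values and SEs rest mostly on variance estimated across genes. They do not measure the spread of many replicates of a gene. RPS3A rose by 1.17 ± 0.077 (log2, SE), with an adjusted p-value of 1.74e-08. G0S2 rose by 1.11 ± 0.093, RGS10 by 1.11 ± 0.10 and NPPC by 1.27 ± 0.13 on the same scale. Their adjusted p-values were 6.74e-07, 2.17e-06 and 1.25e-05. KIFC1 had 0 (A4) and 2 (B212) counts in the DMSO libraries and 13 and 202 counts in the E2 libraries. Against a floor of 3 counts this was at least 3.87-fold higher in A4 and at least 78.4-fold higher in B212, with an adjusted p-value of 4.39e-07. RPS18, which neighbours KIFC1 in the gene order, had at most 1 count in a library. Counts may thus have been lost at this locus, and the KIFC1 values may not measure its expression. RPSAP58 fell by 1.53 ± 0.099 on the log2 scale, with an adjusted p-value of 1.74e-08. RPSAP58 is a pseudogene copy of RPSA, and how reads were split between them is unknown. FAM107A fell by 1.01 ± 0.16, with an adjusted p-value of 0.00102. Its counts were 38 (DMSO) and 25 (E2) in A4 against 939 and 386 in B212, and without the B212 DMSO library its log2 fold change with no block was 2.40. RGS10 likewise changed sign without the B212 E2 library, to -0.31. Both of those fits had unbalanced tags, and the tags differed by log2 fold changes of 4.28 (FAM107A) and 2.18 (RGS10). They therefore do not test the E2 change. Within A4 and B212 that change was -0.72 and -1.06 for FAM107A, and 1.30 and 0.98 for RGS10.

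ESR1, the mutated gene, had 108.6 ± 1.80 CPM in DMSO and 91.7 ± 7.40 CPM in E2 (SD, n = 2). Its log2 fold change was -0.24 ± 0.12 (SE) with no block and -0.25 ± 0.070 with the tag as a block, with edgeR adjusted p-values of 0.9999 and 0.0330. With the length and GC trend removed it was -0.18, with an adjusted p-value of 0.0843 by edgeR. DESeq2 with the block gave an adjusted p-value of 0.0837, edgeR with DESeq2 size factors 0.0565 and limma-voom with the block 0.0459, so limma-voom alone of these kept the call. Among ESR2, PGR, NR3C1 and GPER1, only PGR passed the threshold, and only with the tag as a block. ESR2 had 21 to 53 counts per library, and its log2 fold change was -0.088 in A4 and 0.74 in B212. Without the B212 E2 library, which left the tags unbalanced, the ESR2 value was -0.40. NR3C1 changed by -0.060 and GPER1 by 0.47 with no block. Without that same library the NR3C1 value was 0.011 and the GPER1 value 0.21.

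The next comparison asked whether genes known to be induced by estrogen rose. Of the 30 genes on the list, 24 were tested, and TFF1, TFF3, CXCL12, AREG, SGK3 and CCN5 (listed as WISP2) fell under the count filter. The median log2 fold change of the list was 0.057 with no block and 0.034 with the tag as a block. Camera gave a p-value of 0.215 (Benjamini-Hochberg adjusted 0.626) with no block and 0.154 (adjusted 0.461) with the block. The median was 0.22 without the A4 DMSO library, 0.19 without the B212 E2 library and -0.0079 without the B212 DMSO library. Between the tags it was 0.072 in A4 and 0.13 in B212, with 12 members higher in both, 6 lower in both and 6 in opposite directions. Over all genes tested 0 members were called with no block, and 0 when adjusted over the list alone, with 0 at an unadjusted p under 0.05. With the tag as a block, edgeR called 9 members over all genes, 8 of them higher, and 11 when adjusted over the list alone. With the length and GC trend also removed, the list median was 0.11, camera's adjusted p-value was 0.0302 and 7 members were called, all higher. That call did not hold under fry, which gave an adjusted p-value of 0.153. No list was called under fry or an estimated correlation in the fit with no block.

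PGR rose from 3777 to 5914 counts in A4 and from 480 to 1145 counts in B212, log2 fold changes of 0.48 and 1.47. With the tag as a block its log2 fold change was 0.90 ± 0.14 (SE), with an edgeR adjusted p-value of 8.55e-04. With no block it was 0.62 ± 1.24. Without the A4 E2 library, which left the tags unbalanced, it was -0.89. GREB1 rose by 0.48 ± 0.11 with the block, with an edgeR adjusted p-value of 0.0102, and by 0.11 in A4 and 0.87 in B212. Its value with no block was -0.091 without the B212 DMSO library, again with unbalanced tags. The other members called higher were EGR3 (1.02), CA12 (0.45), NRIP1 (0.40), RAPGEFL1 (0.40), SIAH2 (0.25) and TPD52L1 (0.24), given as log2 fold changes with the block. In A4 and B212 they were 0.67 and 1.28 (EGR3), 0.21 and 0.70 (CA12), 0.41 and 0.40 (NRIP1). For RAPGEFL1 they were 0.078 and 0.71, for SIAH2 0.18 and 0.31, and for TPD52L1 0.25 and 0.23. With no block, CA12 was 0.055 without the B212 DMSO library and RAPGEFL1 0.073 without the B212 E2 library. CCND1 was called lower, with a log2 fold change of -0.25, and was not called with the trend removed, limma-voom, DESeq2 size factors or DESeq2. Of the members called higher, CA12 and NRIP1 were called under each of these 4 alternatives with the block. DESeq2 did not call PGR, GREB1, SIAH2, TPD52L1 or RAPGEFL1, with adjusted p-values of 0.0981 to 0.443, and gave none for EGR3. DESeq2 size factors in edgeR lost GREB1, SIAH2, TPD52L1 and RAPGEFL1. Limma-voom lost RAPGEFL1, and removing the trend lost TPD52L1.

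**Figure D3:**
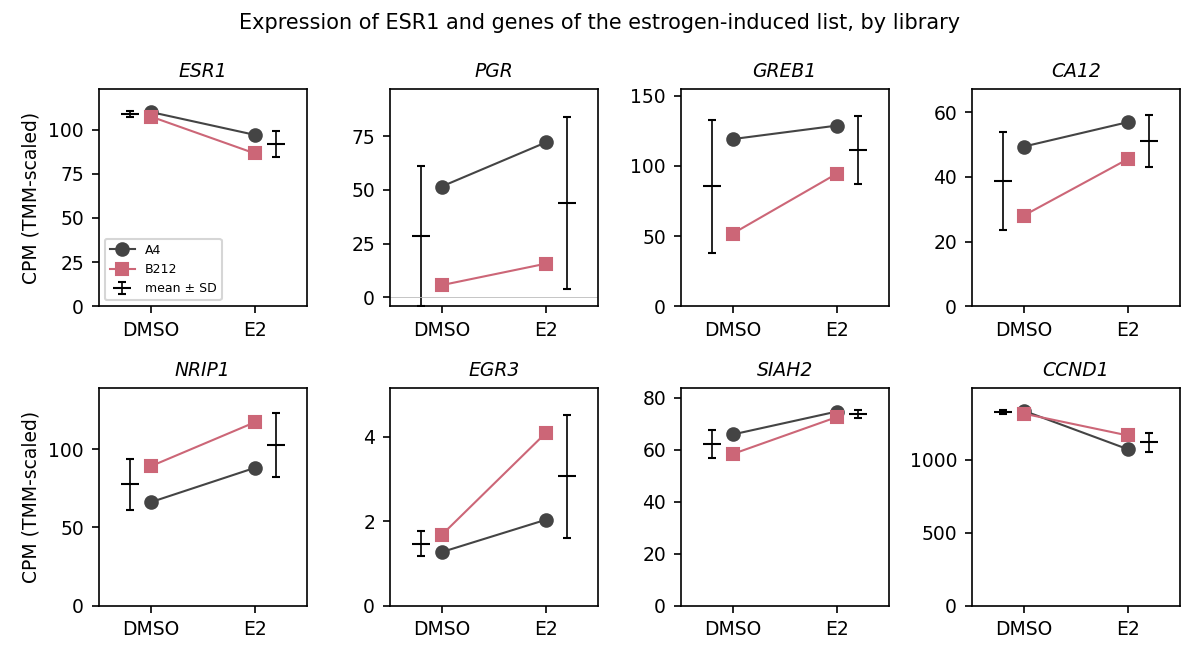
TMM-scaled CPM (vertical axes, from 0 or below) of ESR1 and 7 genes of the estrogen-induced list under DMSO and E2. Each marker is a library, lines join the libraries of a column tag, and bars give the mean and SD of each group (n = 2); PGR lies far lower in B212 than in A4 under both treatments.

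The cell cycle lists were compared in the same way. All 41 S phase genes were tested, with a median log2 fold change of 0.022 and a camera p-value of 0.483 (Benjamini-Hochberg adjusted 0.626). The S phase median was -0.034 without the A4 DMSO library and 0.077 without the B212 DMSO library. All 52 G2/M genes were tested, with a median of 0.012 and a camera p-value of 0.626 (adjusted 0.626). The G2/M median was -0.11 without the A4 E2 library and 0.14 without the B212 E2 library. With no block 0 genes of either list were called, also when adjusted over the list alone, and 0 had an unadjusted p under 0.05. With the tag as a block, edgeR called 5 S phase and 7 G2/M genes over all genes tested, and 6 and 7 when adjusted over the list alone. Over all genes, all 5 S phase genes and 6 of the G2/M genes were higher. After removal of the length and GC trend, 0 S phase genes were called (9 at an unadjusted p under 0.05) and 3 G2/M genes, all lower.

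The last comparison asked how far the B212 and A4 libraries differed, with treatment as a covariate. It compares these cells only. The edgeR quasi-likelihood test called 7950 genes at a Benjamini-Hochberg adjusted p under 0.05, with 3927 higher and 4023 lower in B212. With library sizes alone as the scaling the split was 4761 higher and 3176 lower. A log2 fold change of at least 1 was reached by 1723 genes, 1106 higher and 617 lower. Of the genes that met the rule for naming, 664 were higher and 392 lower. STXBP6 was higher in B212 by 4.44 ± 0.084 (log2, SE), TMTC1 by 4.14 ± 0.080 and PCDHB5 by 7.90 ± 0.17. GJA1 fell by 6.33 ± 0.092 on the log2 scale, EPHA5 fell by 7.19 ± 0.12 and PPP1R1A fell by 5.69 ± 0.10. The largest of the edgeR adjusted p-values of these 6 genes was that of PCDHB5, 2.18e-18. Such values, as in the E2 fit with the tag as a block, rest mostly on variance estimated across genes. ESR1 differed by -0.099 ± 0.070 and was not called, with an edgeR adjusted p-value of 0.252. PGR was lower in B212 by a log2 fold change of -2.67 ± 0.14.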

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

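Among 25 genes and 3 lists reported for E2, 1 gene and 1 list moved in opposite directions in the A4 and B212 libraries. These differences were not tested, since each tag had 1 library per treatment, and both tests below were chosen after the values were seen.

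ESR2 had a log2 fold change of -0.088 in A4 and 0.74 in B212, a difference of 0.83. Its counts were 21 (DMSO) and 22 (E2) in A4 and 36 and 53 in B212. From the counts alone, the 95% interval of the difference ran from -0.23 to 1.89 and included 0. Counting error could therefore account for it. A difference in response between the tags remained open, and the depth cannot tell them apart.

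The median log2 fold change of the G2/M list was 0.047 in A4 and -0.0016 in B212, a difference of -0.049. In A4, 34 of 52 members were higher with E2, and in B212 25 were. With the length and GC trend removed, the medians were -0.00022 in A4 and -0.052 in B212. The trend may account for the opposite signs, but medians this close to 0, over members that went both ways, decide nothing. A biological difference between the cells of the tags was not tested.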

How the results depend on the processing

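Fits with the tag as a block, the trend on length and GC content and the alternatives of the tag comparison were chosen after seeing the data; the others were planned. With no block, the count of 0 genes (150 at an unadjusted p under 0.05) held under both other scalings, both filters and limma-voom. The stricter thresholds could not change a count of 0. DESeq2 called 1 gene, which was lower: RPSAP58, with a log2 fold change of -1.53. The tag as a replicate block gave 1492 genes (956 higher, 536 lower), and with DESeq2 519 (344 and 175). The block removes the tag difference from the residual spread, and the simulation with tag differences as measured recovered 0 of 200 genes without it and 200 with it. Its changes of 1 on the log2 scale exceeded the median absolute change of the calls, 0.33, and its genes shared a dispersion. It therefore does not show how many of the calls are true.

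The 1492 genes became 717 (455 higher, 262 lower) with DESeq2 size factors in edgeR, and the cause was not tested. With DESeq2 itself 7044 tested genes had no adjusted p-value, and all 519 calls were among the 1492, as were all 1138 of limma-voom. Stricter thresholds left 49 (39 and 10) at a log2 fold change of at least 1 and 415 (310 and 105) at an adjusted p under 0.01. With the length and GC trend removed there were 865 (533 and 332). Library size only, no filter and at least 10 counts in every library gave 1686, 1770 and 1560. The 7950 genes of the tag comparison became 1723 (1106 and 617) at a log2 fold change of at least 1 and 4456 (2297 and 2159) with no treatment term. DESeq2 gave 2445 higher. Its other alternatives gave 5486 to 7937.

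The estrogen-induced list median became 0.11 with the trend removed and the replicate block, past the threshold of camera but not of fry. Under that same alternative the medians of the S phase list (-0.039) and the G2/M list (-0.030) reversed in sign. Neither list was called by camera or by fry there, and the cause of the reversal was not tested. Leaving out libraries gave medians from -0.0079 to 0.22 (estrogen-induced), -0.034 to 0.077 (S phase) and -0.11 to 0.14 (G2/M). These fits leave an arm with 1 library, so they give no calls, and leaving out 1 library unbalances the tags.

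The treatment share of variance was 11.1% and 11.7% with at least 10 and at least 100 counts in every library. The tag share was 83.2% with a prior count of 0.5 and 84.7% with at least 100 counts. The interaction share was 6.49%, 5.07% and 3.57% with a prior count of 0.5, at least 10 counts and at least 100 counts. The Pearson r between the tags was 0.23, 0.38 and 0.55 under those 3 settings. Low counts thus limited the comparison of the tags.

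Leaving out libraries reversed 6 genes. Their log2 fold changes with no block ranged from -0.40 to 1.01 (ESR2), -0.89 to 2.96 (PGR), -0.15 to 0.011 (NR3C1), -0.31 to 2.65 (RGS10), -4.23 to 2.40 (FAM107A) and -0.091 to 1.11 (GREB1). Leaving out 1 library unbalanced the tags, so such a value mixed the tag difference with the E2 change. Within the tags, only ESR2 of these genes moved in opposite directions. Some genes that kept their sign also moved, such as CA12 (0.055 to 0.87), NRIP1 (0.18 to 0.63), EGR3 (0.47 to 1.46) and G0S2 (0.62 to 1.68). Others moved less, such as NCOA4 (0.53 to 0.68). Of 25 named genes the block moved 22 past the threshold, and 3 kept their side of it. Of the genes called with the block, DESeq2 lost 7, DESeq2 size factors 6, the trend 3 and limma-voom 2; DESeq2 gave no adjusted p-value for 6 of the 25.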

Other observations

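Tests of depth, of RPSA and RPSAP58, of KIFC1, of near-identical copies, of segments spanning 10 or more genes and of the response size in each tag were chosen after the result was seen. The others were written before.

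The 1492 genes called for E2 with the tag as a block differed in length and GC content. The median transcript length was 2097 bases for genes called higher, 5059 for genes called lower and 3303 for genes not called. Median GC content was 43.1%, 56.2% and 49.0%. Fold changes fell with length in A4 (Spearman rho -0.30 across genes) and in B212 (-0.19). With a trend on length and GC removed, 42.2% of the genes were called again in the same direction, so the trend may account for part of the calls but not for all. Depth would have moved the tags in opposite directions, because the deeper library was E2 in A4 and DMSO in B212, and the Pearson r of 0.547 argued against it. Near-identical copies made up 3.87% of the calls and 3.89% of the tested genes, which argued against read assignment between copies as the general cause. The crossed contrast, which pairs DMSO of each tag with E2 of the other, gave 4 genes past the threshold and 110 at an unadjusted p under 0.05. Single-library noise that is independent between genes would leave the fold changes of the tags uncorrelated, since the tags share no library. Over genes with at least 100 counts in every library, r was 0.547, and 0.489 with the trend removed. Of these genes 74.2% had the same direction before removal, which argued against such noise as the general cause for them. Only 2 assignments of treatment within tags exist, and the residual of the crossed contrast holds the treatment effect. Single-library noise shared by many genes therefore cannot be told apart from treatment here. A difference in the handling of DMSO and E2 libraries is confounded with treatment as well. An effect of E2 remained among the open explanations.

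Among the 46 large changes with a sequence value, those of at least 1 on the log2 scale, 12 genes (26.1%) had over 50% of their 32-base words in another gene, against 3.16% of the other calls (Fisher's exact test, two-sided, p = 4.99e-08). Large changes were also less abundant. Among calls of similarly low expression the shares were 9 of 34 and 3 of 24 (Fisher's exact test, p = 0.324), while 7.60% of the 3080 genes of such expression that were not called had copies. In 10000 sets of genes not called, matched to the large changes on expression, the middle 95% of the shares ran from 0% to 13.0%, and 0 sets reached 26.1%. Low expression alone thus did not bring the share, and read assignment between copies may contribute to the large changes. Whether copies mark large changes apart from other low calls stayed open.

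RPSA rose and RPSAP58 fell. The log2 change of RPSA was 1.01 in A4 and 0.52 in B212, and that of RPSAP58 was -1.84 and -1.23. The summed counts of both changed by 0.43 in A4 and 0.16 in B212. With RPSA rising and RPSAP58 falling, the sum had to change less than RPSA, so this decides nothing. RPSAP58 took 38.3% of the sum in the A4 DMSO library and 7.97% in the A4 E2 library, and 31.1% and 11.8% in B212. Reads of the pair that were assigned differently in DMSO and E2 libraries cannot be told apart from a change of both transcripts, since the sum does not decide it and how reads were split is not stated.

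The 74 tested ribosomal protein genes were higher with E2, with a median log2 fold change of 0.25 with the tag as a block (0.39 in A4, 0.13 in B212). The median was 0.24 with DESeq2 size factors and 0.23 with library size only. Of these genes 62 were higher in both tags, 36 were called higher and 1 lower. With the length and GC trend removed the median was 0.16, with 24 called higher and 2 lower. The middle 95% of 10000 random sets matched on expression ran from -0.051 to 0.0082, so the trend as fitted was not the whole cause. Its lengths were those of the longest transcript, such as 7686 bases for RPL37 and 7062 for RPS29. These may not be the lengths expressed, so a length effect may remain. Genes with more pseudogene copies rose by 0.089 more than those with fewer (37 against 37 genes, two-sided permutation p = 0.245), so shared reads cannot be told apart from a change in these transcripts. A handling difference and an E2 effect both remained open.

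KIFC1 had 13 and 202 counts in the E2 libraries and at most 2 in the DMSO libraries. Of its 40 nearest protein-coding neighbours, 57.5% had under 1 CPM, against 36.7% of protein-coding genes at large, and 10.2% of all windows of that size had as large a share. RXRB, RING1 and PFDN6 had a mean of 0 CPM, VPS52 0.0035, CUTA 0.029 and TAPBP 0.069. Other neighbours were above 1 CPM, among them SLC39A7 (7.53), BRD2 (3.84), PHF1 (1.53), DAXX (1.07), ITPR3 (116.3) and HMGA1 (226.7). RPS18 was among these neighbours with at most 1 count per library, while 85.9% of the other 78 ribosomal protein genes had over 100 CPM in every library. Both shares missed the bounds set for them, so by those bounds a loss of counts stayed undecided. RPS18 with at most 1 count per library nonetheless pointed to counts lost at this locus. How far KIFC1 was affected cannot be told, so its rise may not be a change of its expression.

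Genes that differed between B212 and A4 were tested for clustering along the gene order. Adjacent genes differed in the same direction in 54.5% of pairs, against 49.2% to 50.8% in the middle 95% of 1000 shuffles. For E2 with the tag as a block the adjacent share over all tested genes was 54.7%, so adjacency there was not particular to the tags. Among adjacent called genes of the tag comparison the share was 61.2% (shuffles 48.6% to 51.5%), with no E2 counterpart to set beside it. Small altered segments cannot be told apart from shared regulation. Over all tested genes the share for the tags was 50.5% at 10 genes apart and 49.1% at 50 apart, neither above the shuffles of adjacent genes. Called genes alone, 10 tested genes apart, shared a direction between the tags in 52.3% of pairs, above the shuffles (48.5% to 51.6%). For E2 the share at that distance was 72.4% of 145 pairs, also above its shuffles (46.2% to 62.1%), so segments spanning 10 or more genes cannot be told apart from shared regulation either. Other differences between the cells of the tags were not tested.

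The estrogen-induced members called higher responded more in B212. Of the 8, 6 had the larger log2 fold change in B212, against 19.3% of the 948 other genes called higher (Fisher's exact test, two-sided, p = 0.00109). With the length and GC trend removed the values were 6 of 7 and 37.6% of 526 (p = 0.0142, Fisher's exact test). CA12 and NRIP1 alone of the 8 were called by DESeq2 with the block. Genes are not independent replicates, and the split was noticed before it was tested. Over the 16 list members with at least 500 counts in every library, called or not, the median difference was 0.14 and 10 were larger in B212 (exact binomial p = 0.454). A larger response of the list as a whole was therefore not shown, and depth cannot be told apart from other sources there. Among higher calls with at least 500 counts in every library, 4 of 6 list members were larger in B212, against 11.1% of the 802 others (Fisher's exact test, p = 0.00206). This argued against low counts as the whole source of the difference between called members and other higher calls. The length and GC trend was not removed in that comparison, so its part there stayed open.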
